A study of Mus musculus with 19 samples.

How the data were processed

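mRNA libraries of mouse embryonic stem cells were analysed from 1 deposited table of 21685 gene symbols and 19 libraries. Per the labels' protocols, male C57BL/6 cells were grown with serum and leukaemia inhibitory factor and sorted for the stem cell surface antigen SSEA-1 with magnetic beads. Loss of Trim71 was induced in floxed cells by 500 nM 4-hydroxytamoxifen for 2 days, and cells were harvested at least 7 days later. Per the labels, RNA was extracted with TRIzol and libraries were made with the Illumina TruSeq RNA kit for paired-end sequencing on a HiSeq1500. No label states the aligner, the counting tool, the normalisation, the annotation or the genome build.

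The deposited values were on a log2 scale, as read from the values themselves, and not the counts that the name of the table implies. They ran from -0.71 to 16.30, and 4126 of 412015 values were below 0. Base 2 was inferred: summed after raising 2 to each value, a library held between 7297919 and 7677445 units, while base e gave a median sum of 240380339. These sums are not read depths, and the depth of each library is unknown, so no counting interval is given. The spread between libraries shrank for weakly expressed genes: the median residual SD was 0.063 for genes with a mean below 1 and 0.136 for genes with a mean between 5 and 6. No values on another scale were available for comparison, so fold sizes apply to the deposited scale only.

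The deposited values had already had differences between harvest days removed, with genotype differences kept; no label states this step. In a fit of genotype plus day, the largest day term of any gene was 1.7e-08, against 1.67 after the days had been shuffled within genotype. KO-WT replicate 5 was the only library of its day, and its values equalled the mean of the other 4 KO-WT libraries to within 1.5e-08. That library carries no information of its own and was left out, which left 18 libraries. Because day differences had been removed, libraries of the same day are not fully independent. The 18 libraries are repeat harvests of 4 clones, and the tests treat harvests, not clones, as replicates. The 4 genotypes are written with the Trim71 state first: WT-WT and KO-WT with n = 4, WT-KO and KO-KO with n = 5. The labels give 6 days and 4 clones. Each Lin28a state had its own 2 clones (1 and E3 intact, 1-4 and C1 null), so Lin28a genotype and clone cannot be separated. Clones 1 and 1-4 were harvested on other days than clones E3 and C1. With KO-WT replicate 5 left out, clones 1 and 1-4 hold 1 KO-WT library, so contrasts with KO-WT in these clones alone take their spread from the other genotypes.

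Genes with a value of at least log2 of 10 in at least 4 libraries were tested, which kept 14988 of the 21685 genes (69.1%). Tests used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend) with 1 mean per genotype and a term per day, which left 10 residual degrees of freedom. A gene is called where its Benjamini-Hochberg adjusted p-value is under 0.05. The analysis plan, written before the data were examined, had no day term and used all 19 libraries on the assumption of linear values. That plan was departed from after the removed day effect was seen, since the plan counts degrees of freedom that the removal had used up. The log2 differences are the same under both fits to within 3.09e-09. Without day the fit had 15 residual degrees of freedom, and its standard errors were a median of 0.736 times those with day for Trim71 loss with Lin28a intact. Counts under the planned fit are given beside those with day. Day pairs the libraries by the labels; a check by correlation of same-day libraries is void, because the day effect had been removed. Both fits were tested on simulated data with the day effect removed in the same way, with 200 of 14988 genes changed by 1 log2 unit in 5 simulations. The let-7 targets listed below were also shifted, by -0.3. With day, a median of 99.0% of changed genes were recovered and 3.96% of calls were false. Without day, 33.0% were false. The simulated change exceeds the median of 0.31 among genes called for Trim71 loss with Lin28a intact, so recovery of smaller changes was not tested. Noise was drawn independently for each gene, so trends that genes share within a library were not covered.

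The plan fixed 5 gene lists, recalled from general knowledge of the field and not drawn from these libraries: let-7 targets (49 of 50 tested), mRNAs bound by TRIM71 (7 of 8), pluripotency genes (20 of 21), neural genes (10 of 18) and germ-layer genes (7 of 14). They were tested with camera in limma at an inter-gene correlation of 0.01 under 6 contrasts, and adjusted over the 30 tests. The tests were repeated with fry and with camera at an estimated correlation. Lists of microRNA pathway genes (16 of 18 tested), let-7 host genes (2 of 16), fibroblast markers (8 of 12), sex-linked genes (5 of 5) and imprinted genes (18 of 20) were summarised without a set test. Lists of trophectoderm, primitive endoderm and mesenchyme markers were written after the first results had been seen, but before most of their members had been looked at.

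The rule for naming genes, fixed in the plan, took up to 3 higher and 3 lower genes per contrast by absolute log2 difference. They had to be called, to have a mean of at least 50 normalised units, and, except for the interaction, to show no overlap between the compared genotypes; members of the fixed lists could be named as well. Transcript GC content and length came from the GENCODE mouse annotation on assembly GRCm38, matched by symbol for 14805 of 14988 tested genes (98.8%). It was used for neighbouring genes and chromosomes too, and no coordinates are given because the build of the deposited values is not stated. Alternatives covered scaling, filters, pseudocounts, genotypes in the fit, clones, days, GC content and length, and each library left out in turn. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.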

Results

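Expression of 21685 genes was measured by mRNA sequencing in mouse embryonic stem cells that carried or lacked Trim71, an RNA-binding ubiquitin ligase, and Lin28a, an RNA-binding protein that blocks maturation of the microRNA let-7. There were 4 genotypes, written with the Trim71 state first: WT-WT and KO-WT (Lin28a intact) and WT-KO and KO-KO (Lin28a null). They held 4, 5, 5 and 5 libraries. The last KO-WT library equalled the mean of the other KO-WT libraries, so KO-WT has n = 4. The values are deposited log2 normalised expression from which day effects had been removed; library depth is unknown. All adjusted p-values of genes come from limma with day in the fit.

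The targeted transcripts were examined first, as a check of the labels. Mean Trim71 expression was 10.21 ± 0.121 in WT-WT (SD, n = 4), 8.89 ± 0.138 in KO-WT (n = 4), 10.65 ± 0.203 in WT-KO (n = 5) and 9.28 ± 0.179 in KO-KO (n = 5). The highest Trim71-null library, at 9.55, lay below the lowest Trim71-intact library, at 10.04. Mean Lin28a expression was 10.13 ± 0.158 in WT-WT (SD, n = 4), 9.84 ± 0.108 in KO-WT (n = 4), 8.47 ± 0.0881 in WT-KO (n = 5) and 8.28 ± 0.0621 in KO-KO (n = 5). The highest Lin28a-null library, at 8.57, lay below the lowest Lin28a-intact library, at 9.74. Both transcripts remained measurable in the null cells.

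**Figure D1:**
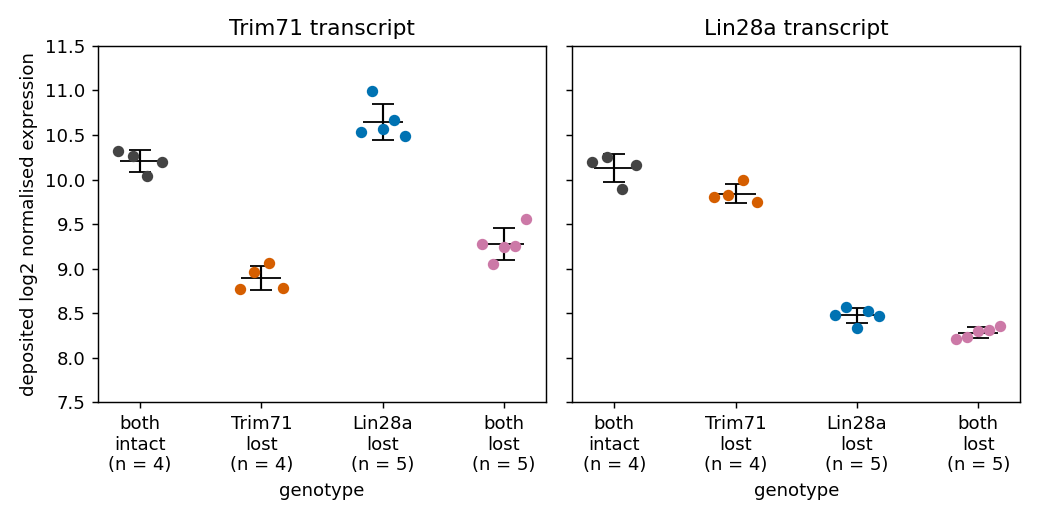
Deposited log2 expression of Trim71 (left) and Lin28a (right) in each of 18 libraries by genotype, with bars for the mean and SD. Libraries lacking the gene lie between 8.77 and 9.55 for Trim71 and between 8.21 and 8.57 for Lin28a, below each library that carries it.

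With Lin28a intact, Trim71 loss changed Trim71 itself by -1.31 ± 0.120 (SE) log2 units, with a limma adjusted p of 2.39e-05. Without Lin28a the change was -1.38 ± 0.103 with an adjusted p of 2.36e-06. Lin28a loss changed Lin28a by -1.65 ± 0.0752 with Trim71 intact (adjusted p 1.44e-10) and by -1.56 ± 0.0752 without Trim71 (adjusted p 3.69e-10). Trim71 was higher after Lin28a loss, by 0.45 ± 0.111 with Trim71 intact (adjusted p 0.00431) and by 0.38 ± 0.111 in Trim71-null cells (adjusted p 0.0111). The former lost its call in clones 1 and 1-4 alone, at 0.25 (adjusted p 0.0508). The latter lost it in clones E3 and C1 alone (0.25, adjusted p 0.141), after the GC and length correction (0.27, adjusted p 0.0612) and without KO-WT replicate 1 (adjusted p 0.0548). Lin28a was lower after Trim71 loss with Lin28a intact, by -0.28 ± 0.0812 (adjusted p 0.036), in 2 of 3 same-day pairs. That call was lost in 8 of the 18 fits that each left out 1 library, for example at an adjusted p of 0.122 without WT-WT replicate 2. It was lost too in clones E3 and C1 alone (0.411), in the fit of KO-WT and WT-WT alone (0.25) and in the 3 days with all 4 genotypes (0.137).

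The first component of a principal component analysis held 61.6% of the variance and separated the Lin28a states: Lin28a-intact libraries scored from 20.2 to 23.1 and Lin28a-null libraries from -20.5 to -14.4. The second held 12.9%. Within each Lin28a state, every Trim71-null library scored lower on it than every Trim71-intact library.

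The first comparison asked which transcripts depend on Trim71 while Lin28a is present. Between KO-WT and WT-WT, 1674 of 14988 genes were called, 711 higher and 963 lower. Of these, 5 changed at least 2-fold on the deposited scale, and the median absolute log2 difference of the called genes was 0.31. The planned fit without day called 5159 genes. The alternative that lowered the count most kept only clones E3 and C1 and called 10 genes, with 2609 genes at an unadjusted p under 0.05. A fit of KO-WT and WT-WT alone called 30 genes. Leaving out WT-WT replicate 4 gave 506. Genes with higher transcript GC content were higher in KO-WT, with a rank correlation of 0.502 across 14805 genes, which are not independent replicates. After each library's trend with GC content and length was removed, 1121 genes were called, 587 higher and 534 lower, so the excess of lower genes was reversed.

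By the fixed rule, the genes higher in KO-WT were Ccr4 (1.46 ± 0.235 SE, adjusted p 0.00189), Foxj1 (1.31 ± 0.113, adjusted p 2.39e-05) and Ntn1 (1.06 ± 0.107, adjusted p 4.75e-05). Each was higher in 3 of 3 same-day pairs. Ccr4 neighbours Trim71 in the mouse annotation. The genes lower in KO-WT were Zfp990 (-0.98 ± 0.113, adjusted p 0.00013), Wnk3 (-0.93 ± 0.136, adjusted p 0.000836) and Zfp985 (-0.92 ± 0.131, adjusted p 0.000781), each in 3 of 3 pairs. Zfp genes include near-identical copies and their values are uncertain, since the counting method is not stated. In the fit of KO-WT and WT-WT alone, Ccr4 (adjusted p 0.124) and Wnk3 (adjusted p 0.0792) lost their calls. In clones E3 and C1 alone, Ccr4, Zfp990 and Zfp985 lost theirs, with adjusted p-values of 0.0815, 0.0747 and 0.103.

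The same question without Lin28a was addressed by KO-KO against WT-KO. There, 1256 genes were called, 639 higher and 617 lower (581 and 586 under 75th percentile scaling), and 6 changed at least 2-fold. The planned fit without day called 2957. In clones E3 and C1 alone the count was 153, and without WT-KO replicate 4 it was 676. For this contrast as a whole, the rank correlation across genes was 0.015 with GC content and 0.13 with transcript length. In single same-day pairs the GC correlation ran from -0.289 to 0.374. Ccr4 was higher by 2.51 ± 0.201 (SE, adjusted p 2.76e-06), Foxj1 by 1.26 ± 0.0966 (adjusted p 2.36e-06) and Emp1 by 1.14 ± 0.0889 (adjusted p 2.42e-06). Tdrd12 was lower at -0.998 ± 0.146 (adjusted p 0.00064), Cd109 at -0.88 ± 0.146 (adjusted p 0.00151) and Lefty1 at -0.86 ± 0.106 (adjusted p 0.000157). Each of these 6 changed in its direction in 5 of 5 same-day pairs. Cd109 lost its call in clones 1 and 1-4 alone (adjusted p 0.166) and in the 3 days with all 4 genotypes (adjusted p 0.0588).

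Lin28a loss with Trim71 intact (WT-KO against WT-WT) gave 6351 called genes, 3049 higher and 3302 lower; 202 changed at least 2-fold, and 188 of those were lower. The balance of directions over all called genes reversed to 3344 higher and 2988 lower under 75th percentile scaling, 3286 and 3099 under trimmed mean scaling, and 3898 and 2837 after GC and length correction. The planned fit without day called 8269, and clones E3 and C1 alone gave 2323. Since each Lin28a state came from its own clones, a difference between clones is part of this comparison. The p-values treat harvests as replicates and rest on 2 clones per Lin28a state. The genes higher were Lefty2 (1.52 ± 0.109 SE, adjusted p 2.46e-08), Egr1 (1.41 ± 0.13, adjusted p 4.39e-07) and Myo1f (1.38 ± 0.102, adjusted p 3.51e-08). The genes lower were H19 (-5.11 ± 0.14, adjusted p 7.28e-13), Krt8 (-4.22 ± 0.152, adjusted p 1.66e-11) and Krt18 (-4.20 ± 0.147, adjusted p 1.66e-11). Each went its way in 4 of 4 same-day pairs.

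In Trim71-null cells, Lin28a loss (KO-KO against KO-WT) gave 6412 called genes, 3120 higher and 3292 lower, of which 207 changed at least 2-fold. This balance reversed to 3256 higher and 3186 lower under trimmed mean scaling and 3752 and 2939 after GC and length correction. The planned fit without day called 8599, and clones 1 and 1-4 alone, with 1 KO-WT library, gave 2293. The genes lower by the rule were again H19 (-5.02 ± 0.14), Krt18 (-4.03 ± 0.147) and Krt8 (-3.96 ± 0.152). Myo1f (1.55 ± 0.102), Egr1 (1.34 ± 0.13) and Fat2 (1.21 ± 0.0923) were higher. Adjusted p-values of these 6 genes ran from 9.58e-13 for H19 to 7.37e-07 for Egr1, each in 4 of 4 pairs.

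Loss of both genes (KO-KO against WT-WT) gave 6834 called genes, 3143 higher and 3691 lower, with 225 changed at least 2-fold. This balance reversed to 3417 higher and 3329 lower under 75th percentile scaling, 3481 and 3331 under trimmed mean scaling, and 3961 and 2969 after GC and length correction. The planned fit without day called 8546, and clones E3 and C1 alone gave 2668. Of the 6834 genes, 4928 were also called after Lin28a loss with Trim71 intact (72.1%) and 1031 after Trim71 loss with Lin28a intact (15.1%); 1554 were called in neither. These comparisons share the WT-WT libraries, so part of the overlap arises from shared controls. H19 was lower at -5.56 ± 0.14 (SE, adjusted p 1.87e-13), Krt18 at -4.07 ± 0.147 (adjusted p 1.45e-11) and Krt8 at -3.95 ± 0.152 (adjusted p 2.26e-11). Inhbb was higher by 1.68 ± 0.0875 (adjusted p 5.49e-10), Egr1 by 1.52 ± 0.13 (adjusted p 1.62e-07) and Myo1f by 1.43 ± 0.102 (adjusted p 2.11e-08).

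The interaction tests whether the Trim71 effect depends on Lin28a. It called 3 genes, while 2256 had an unadjusted p under 0.05. They were Gm44364 (-0.83 ± 0.126 SE), Ubald2 (-0.52 ± 0.0741) and Arf5 (-0.50 ± 0.0741), each with an adjusted p of 0.0298. None of them kept its call after the GC and length correction, in either set of clones alone or in the 3 days with all 4 genotypes; KO-WT had 1 library in clones 1 and 1-4. Of the 18 fits that each left out 1 library, the call was lost in 14 for Gm44364, in 11 for Ubald2 and in 12 for Arf5, with adjusted p-values up to 0.168, 0.165 and 0.165. The planned fit without day called 1293 genes.

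Across genes, which are not independent replicates, the Trim71 effects in the 2 Lin28a states had a Pearson r of 0.452 and a rank correlation of 0.368. These comparisons share no library directly, though the day terms tie each to libraries of the other. Simulated groups with no change gave a median r of 0.00337. Their noise was drawn independently for each gene. Trends that many genes share within a library were not simulated, so their part in r cannot be excluded. Of 484 genes called in both, 478 had the same sign; independent calls would give 140 genes called in both. The Lin28a effects in the 2 Trim71 states had a Pearson r of 0.864 and a rank correlation of 0.757. Of 4240 genes called in both, 4229 had the same sign, against 2717 called in both if calls were independent. Between the clone sets, the effects correlated at an r of 0.384 for Trim71 loss with Lin28a intact, where clone 1 has 1 KO-WT library, and 0.945 for Lin28a loss with Trim71 intact.

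**Figure D2:**
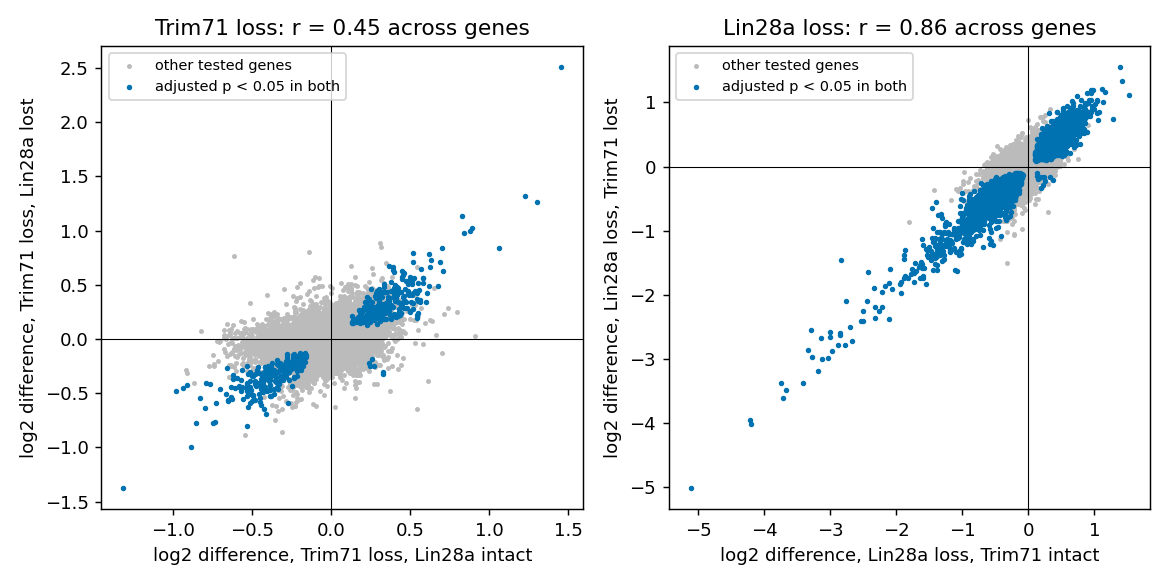
Log2 difference of each tested gene after loss of Trim71 (left) and of Lin28a (right), with the other gene intact on the horizontal axis and lost on the vertical axis; blue points are called in both states. Of the blue points, 478 of 484 for Trim71 and 4229 of 4240 for Lin28a have the same sign on both axes.

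The study's title concerns let-7 activity, so a list of 49 tested let-7 targets was the planned question across contrasts. After Trim71 loss with Lin28a intact its median log2 difference was -0.091, with 36 of 49 genes lower and a camera adjusted p of 0.00602 over 30 tests. In the 3 same-day pairs, the list's median was -0.082, -0.194 and -0.041. Of the 49 genes, 10 were called, and 13 when adjusted over the list alone. After Trim71 loss without Lin28a the median was -0.057, with 35 of 49 genes lower and an adjusted p of 0.0436. There, the list's median lay below 0 in 3 of 5 same-day pairs, and 4 genes were called, or 5 adjusted over the list alone. The list's median was -0.042 after Lin28a loss with Trim71 intact (adjusted p 0.348), 0.014 after Lin28a loss without Trim71 (adjusted p 0.931) and -0.088 after loss of both (adjusted p 0.080). In these, 18, 25 and 25 genes were called, and as many adjusted over the list alone. The interaction for the list had a median of 0.068 and an adjusted p of 0.302, with 0 genes called and 0 adjusted over the list alone, so a dependence of the Trim71 effect on Lin28a was not shown.

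Removal of GC and length trends gave -0.028 (adjusted p 0.255) for Trim71 loss with Lin28a intact and -0.049 (adjusted p 0.00895) without Lin28a. In clones 1 and 1-4 alone the median was -0.013 without Lin28a (adjusted p 0.773). With Lin28a intact it was -0.033 there and was not called, with 1 KO-WT library. Of the 12 calls that camera made over the 30 list tests, 10 held under fry and 3 under camera with an estimated correlation. The 5 further calls of fry were the let-7 and TRIM71-bound lists after loss of both, the pluripotency and neural lists after Trim71 loss with Lin28a intact, and the neural list after Lin28a loss with Trim71 intact. The let-7 call for Trim71 loss with Lin28a intact held under fry (adjusted p 0.0266) but not with the estimated correlation (adjusted p 0.367). The call without Lin28a held under neither (adjusted p 0.107 and 0.505).

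**Figure D3:**
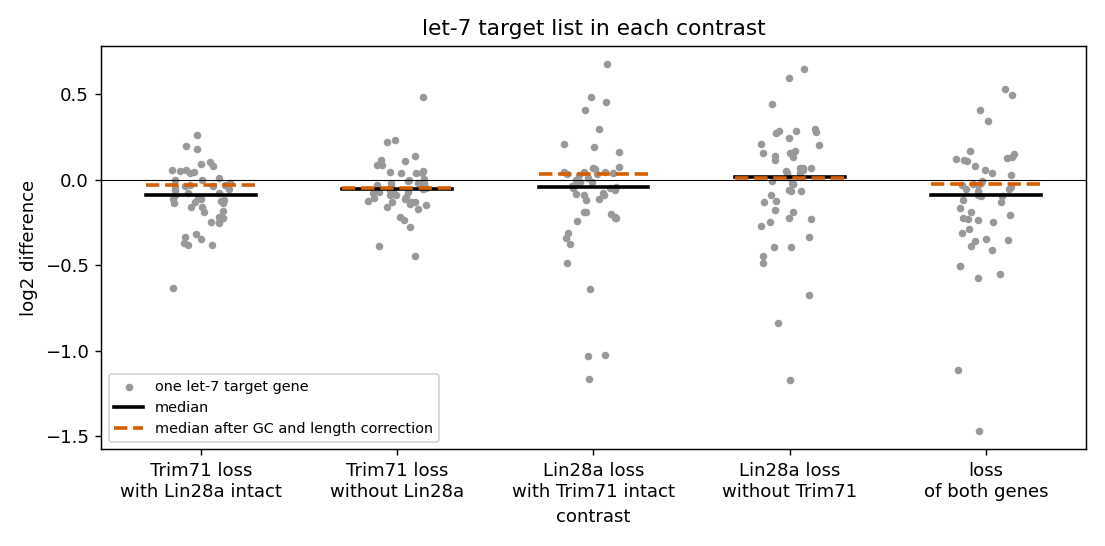
Log2 difference of each of 49 let-7 target genes (points) in 5 contrasts, with the list's median as a solid line and its median after GC and length correction as a dashed line. The solid line lies at -0.091 and the dashed line at -0.028 for Trim71 loss with Lin28a intact.

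Among the let-7 targets, Prtg was lower after Trim71 loss with Lin28a intact at -0.63 ± 0.11 (SE, limma adjusted p 0.00307) and without Lin28a at -0.45 ± 0.0938 (adjusted p 0.00802). Nr6a1 was lower at -0.35 ± 0.0683 (adjusted p 0.00656) and -0.38 ± 0.0585 (adjusted p 0.000867). Both were lower in 3 of 3 and in 5 of 5 same-day pairs. Hmga2 was lower after Lin28a loss with Trim71 intact at -1.16 ± 0.0741 (adjusted p 7.29e-09, 4 of 4 pairs). Hmga2 does not stand for the list in that contrast. There, 30 of 49 list genes were lower and 19 higher, and the list was not called (camera adjusted p 0.348). Prtg lost both calls in either clone set alone (with Lin28a intact, clones 1 and 1-4 hold 1 KO-WT library), and the first also in the fit of KO-WT and WT-WT alone (adjusted p 0.0525). Nr6a1 lost the first in clones E3 and C1 alone (adjusted p 0.163), in the fit of KO-WT and WT-WT alone (0.103) and in the 3 days with all 4 genotypes (0.0505). All members named here were chosen after their values were seen.

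The list of mRNAs bound by TRIM71 was higher after Trim71 loss, with a median of 0.076 with Lin28a intact (6 of 7 genes, camera adjusted p 0.0215) and 0.143 without it (7 of 7 genes, adjusted p 0.000186). Both list calls held under fry (adjusted p 0.00896 and 0.000502) but not under camera with the estimated correlation (adjusted p 0.2225 and 0.0598). With Lin28a intact 2 genes were called, and 2 adjusted over the list alone. Without Lin28a 3 were called, and 3 adjusted over the list alone. Cdkn1a was higher by 0.40 ± 0.0889 (limma adjusted p 0.0123) and 0.38 ± 0.0761 (adjusted p 0.00571), and Plxnb2 by 0.69 ± 0.0793 (adjusted p 0.00013) and 0.71 ± 0.0679 (adjusted p 1.09e-05). Cdkn1a lost both calls in clones E3 and C1 alone (adjusted p 0.239 and 0.174) and in the 3 days with all 4 genotypes (0.0653 and 0.145). It lost the first also in the fit of KO-WT and WT-WT alone (adjusted p 0.0895) and without KO-WT replicate 3 (0.0528). Plxnb2 lost the first in clones E3 and C1 alone (adjusted p 0.0859). Neural genes had medians of -0.211 (adjusted p 0.0983) and -0.109 (adjusted p 0.0208) after Trim71 loss with and without Lin28a, and were lower in 8 of 10 genes in both. With Lin28a intact the neural list was called by fry (adjusted p 0.0241) and after GC and length correction (median -0.129, 9 of 10 genes lower, adjusted p 0.0403), but not with the estimated correlation (adjusted p 0.260). Without Lin28a it was called by fry (adjusted p 0.00369) and after the correction (adjusted p 0.017), but not with the estimated correlation (adjusted p 0.183). Germ-layer genes were higher in 7 of 7 genes after Trim71 loss without Lin28a (median 0.197, adjusted p 0.0208), a call that fry did not make.

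After Lin28a loss with Trim71 intact, the pluripotency list had a median of 0.379 (17 of 20 genes higher, camera adjusted p 5.48e-07); 17 genes were called, 16 higher and 1 lower, and 18 adjusted over the list alone. Its calls after Lin28a loss without Trim71 (median 0.366) and after loss of both (median 0.420) were also positive, and these 3 calls held under fry and under the estimated correlation. Nanog was higher by 0.86 ± 0.0772 (SE, limma adjusted p 3.44e-07) and Dppa3 by 0.86 ± 0.122 (adjusted p 3.83e-05). Zfp42 did not change (-0.03 ± 0.0565, adjusted p 0.69). Pou5f1 was higher by 0.17 ± 0.0507 (adjusted p 0.0154) in 3 of 4 pairs. Pou5f1 lost its call without WT-WT replicate 3 (adjusted p 0.0762), WT-KO replicate 1 (0.0529) or WT-KO replicate 5 (0.0549), in clones E3 and C1 alone (0.268) and in the 3 days with all 4 genotypes (0.0795). The germ-layer list had a median of -1.60 (6 of 7 genes lower, camera adjusted p 1.03e-05), with 6 genes called and 6 adjusted over the list alone; the call held under fry but not with the estimated correlation. Gata4 was lower at -1.60 ± 0.151 (adjusted p 6.13e-07) and Hand1 at -2.88 ± 0.132 (adjusted p 1.51e-10).

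**Figure D4:**
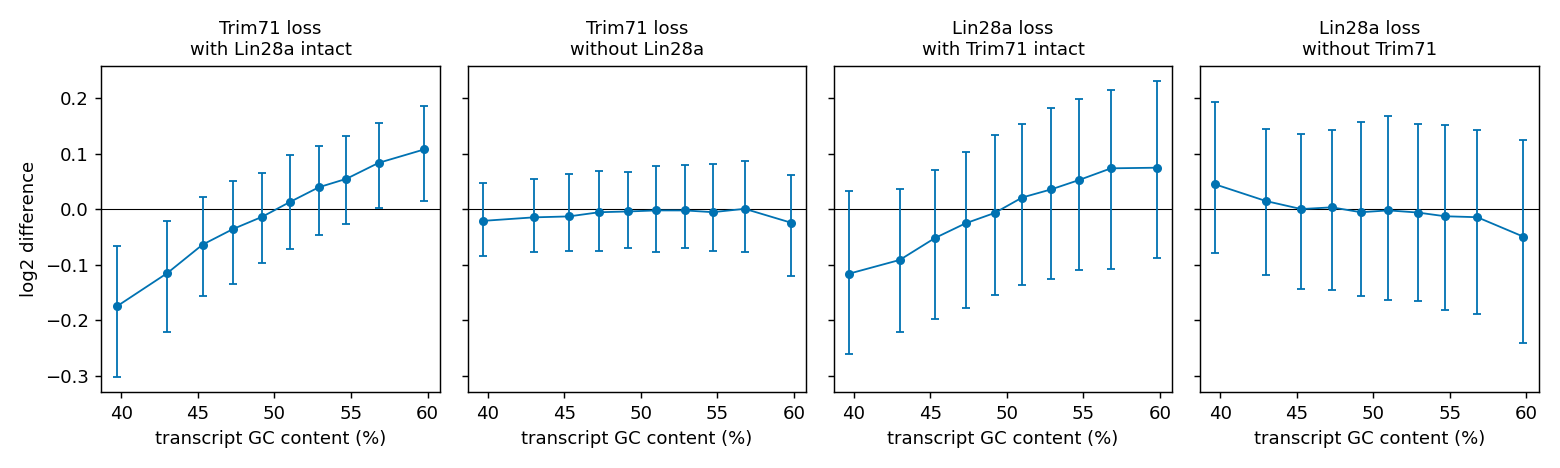
Median log2 difference (points, with bars for the quartiles) of genes in 10 bins of transcript GC content for 4 contrasts. The rank correlation across genes is 0.502 for Trim71 loss with Lin28a intact and 0.015 without Lin28a.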

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

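Of the tests below, that for the GC content of the 3 interaction genes, that of the difference between clone sets and that for swapped labels were chosen after the results had been seen. A library far from the others of its genotype was found in 9 of 112 combinations of a named gene or list and a genotype, where chance would give 5.6.

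Ccr4 stood at 8.41 in KO-WT replicate 4, above the other KO-WT libraries at 7.39 to 7.56. That library was the 1 KO-WT library of clone 1, and the others came from clone E3. The Trim71 effect on Ccr4 with Lin28a intact was 2.66 in clones 1 and 1-4 and 0.81 in clones E3 and C1, a difference of -1.85 log2 units, and Ccr4 was the 1 named gene that a test of this difference picked out. The 2.66 rests on the library that stood apart, so the test restates that observation and decides nothing. The sets also differed in Ccr4 where no KO-WT library is compared. In same-day pairs, WT-KO minus WT-WT was -0.96 and -1.01 in clones 1 and 1-4, and -2.19 and -1.67 in clones E3 and C1. For Ccr4, this argues against KO-WT replicate 4 alone as the whole source. Its share cannot be given, because clone 1 has no other KO-WT library. A difference between clones and one between days cannot be told apart, because the sets were harvested on other days. Without Lin28a the Trim71 effect on Ccr4 was 2.36 in clones 1 and 1-4 and 2.61 in clones E3 and C1. Ccr4 kept its call for Trim71 loss when KO-WT replicate 4 was left out. Ccr4 lies next to Trim71 in the mouse annotation and was higher in 8 of 8 same-day pairs across both Lin28a states. The gene on the other side, Cnot10, changed by 0.04 (adjusted p 0.589) and 0.11 (adjusted p 0.0646), and the next gene beyond Ccr4, Tmppe, by 0.04 (adjusted p 0.79) and 0.27 (adjusted p 0.0304). A change at the edited locus that reaches Ccr4 is a candidate explanation for its rise, and a regulatory effect of TRIM71 stays open beside it.

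Zfp990 stood at 6.67 in WT-KO replicate 3, below the other WT-KO libraries at 7.07 to 7.16, and at 6.85 in KO-KO replicate 3, above the others at 6.44 to 6.51. Zfp985 behaved alike: 7.58 in WT-KO replicate 3, against 8.01 to 8.13, and 8.10 in KO-KO replicate 3, against 7.55 to 7.63. Both libraries are of day 3. Since day differences had been removed, departures from the genotype means offset each other within a day. The opposite departures of these libraries are therefore not independent of each other. Swapped labels are argued against by Trim71, which was 1.33 log2 units higher in WT-KO than in KO-KO on that day. After each library's trend with GC content and length was removed, 2 of the 4 values still stood apart, both of Zfp985. The GC content of these libraries and other causes therefore cannot be told apart for the pair of genes. These genes are in a family with near-identical copies, so the values are not independent of each other.

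The remaining values that stood apart were H19 in KO-KO replicate 5 (5.22, others 5.69 to 5.85), Krt18 in KO-KO replicate 1 (7.25, others 6.52 to 6.69), Emp1 in WT-KO replicate 4 (5.38, others 5.69 to 5.78) and Tdrd12 in WT-WT replicate 3 (8.30, others 8.83 to 8.91). They fall in different libraries, no explanation was tested for them, and leaving out the library concerned changed no call of H19, Krt18 or Emp1. Tdrd12 was named for Trim71 loss without Lin28a, a contrast that does not use WT-WT libraries directly. That call held in each of the 18 fits that left out 1 library (limma adjusted p at most 0.00456).

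The Trim71 effect differed between the Lin28a states for Arf5 (-0.50), Ubald2 (-0.52) and Gm44364 (-0.83 log2 units). Their transcripts have a GC content of 59.9%, 58.9% and 64.5%, higher than or equal to that of 92.9% or more of tested genes, and the interaction fell with GC content across genes (rank correlation -0.496). After GC and length trends had been removed, 0 of the 3 kept its call, with values of -0.34, -0.39 and -0.64 and adjusted p-values of 0.203, 0.152 and 0.0799, and 1552 genes had an unadjusted p under 0.05. The values stayed over 2 standard errors from 0, so a GC trend and a biological dependence on Lin28a cannot be told apart for these genes. In 3 of 100 drawn splits of the libraries, the real one included, the interaction called as many genes; another split gave 910. Whether Lin28a modifies the Trim71 effect is left open by these data.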

How the results depend on the processing

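The plan had no day term, and including day was decided after the data had been seen. Scaling by a trimmed mean, keeping the 3 days with all 4 genotypes, correcting for GC content and length, and adding a pseudocount of 1 to values returned to the linear scale were also chosen then; the other alternatives were planned. Tests on counts and scaling factors for counts were not run, because no counts can be recovered from the deposited values. The let-7 list was not tested with clone as a random effect, and the interaction cannot be fitted from the genotypes of a pair alone.

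The choice of day mattered most for counts of Trim71 and interaction genes. With no replicate block, the planned fit called 5159 genes for Trim71 loss with Lin28a intact (1674 with day), 2957 for Trim71 loss without Lin28a (1256 with day) and 1293 for the interaction (3 with day). The test of the cause was chosen after that result had been seen. In simulated data without an interaction and with the day effect removed, 10.7% of genes had an unadjusted p under 0.05 without day and 5.19% with day. The log2 differences were the same in both fits to within 3.09e-09. The added interaction calls thus rest on smaller standard errors without day, a median of 0.768 times those with day. They rest too on 15 rather than 10 residual degrees of freedom. The simulated calls, a median of 14 without day, are far fewer than 1293. They are no benchmark for that count, because the simulation had no interaction, drew genes independently and left out KO-WT replicate 5. The block changed no call of the let-7 list or of a named gene except Lin28a after Trim71 loss without Lin28a (adjusted p 0.0971 with day, 0.0242 without). Clone set in place of day, which also lacks the day term, gave 3590, 2292 and 253 genes.

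Fits on subsets of the libraries gave other counts. With the genotypes of a pair alone, Trim71 loss called 30 genes with Lin28a intact and 794 without, while Lin28a loss called 6809 with Trim71 intact, more than the 6351 of all genotypes. Clones 1 and 1-4 alone, with 1 KO-WT library, gave 344 and 287 genes for Trim71 loss with and without Lin28a, 2293 for Lin28a loss without Trim71 and 0 for the interaction (948 at an unadjusted p under 0.05). The let-7 medians for Trim71 loss there were -0.033 with Lin28a intact and -0.013 without (adjusted p 0.773), neither called. Clones E3 and C1 alone gave 10 and 153 genes for Trim71 loss, 2323 and 3595 for Lin28a loss with and without Trim71, 2668 for loss of both and 1 for the interaction. In these clones the let-7 median for loss of both was -0.129 (adjusted p 0.026) and the r of the Lin28a effects fell to 0.799. The 3 days with all 4 genotypes gave 474, 217 and 0 genes for Trim71 loss with and without Lin28a and the interaction (1414 at an unadjusted p under 0.05 for the last). The let-7 medians there were -0.110 for loss of both (adjusted p 0.0338) and -0.078 for Trim71 loss without Lin28a (adjusted p 0.145).

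After GC and length correction within the replicate block, the interaction called 0 genes (1552 at an unadjusted p under 0.05). The let-7 median weakened to -0.028 for Trim71 loss with Lin28a intact (adjusted p 0.255), and reversed to 0.031 for Lin28a loss with Trim71 intact (0.73) and to -0.033 for the interaction (0.265). Without a filter, loss of both passed for let-7 at -0.088 (adjusted p 0.0487), and under fry at the same median (0.00368). Trim71 loss without Lin28a, at -0.057, failed under fry (0.107) and under the estimated correlation (0.505), as did Trim71 loss with Lin28a intact, at -0.091, under the latter (0.367). Over the 16 settings tried other than leaving out a library, adjusted p-values of the let-7 list ran from 0.000799 to 0.463 (the latter from clones 1 and 1-4) and 0.00605 to 0.773 for Trim71 loss with and without Lin28a. The other lists had 10 calls, and 3 under the estimated correlation. Where not explained above, the cause of a change was not tested.

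In the 18 fits that each left out 1 library, Trim71 loss with Lin28a intact called from 506 to 1977 genes. The low counts came without WT-WT replicate 2 (998), 3 (604) or 4 (506) or KO-WT replicate 2 (964) or 3 (613). Without Lin28a it called from 676 to 1393, with 814, 676 and 770 without WT-KO replicates 1, 4 and 5, and 689 and 693 without KO-KO replicates 1 and 2. The interaction called from 0 to 4 genes, Lin28a loss with Trim71 intact from 5382 to 6550, without Trim71 from 5376 to 6585, and loss of both from 5740 to 7007. The let-7 median ran from -0.110 to -0.050 for Trim71 loss with Lin28a intact, past the threshold in 18 of 18. Without Lin28a it ran from -0.084 to -0.026 and passed in 11, failing without KO-WT replicates 1 or 4, WT-KO replicates 2 or 4, or KO-KO replicates 2, 4 or 5. For loss of both it ran from -0.112 to -0.066, passing without WT-WT replicate 1 or KO-KO replicate 1. For Lin28a loss without Trim71 it ran from -0.028 without KO-WT replicate 3 to 0.052, with -0.0052 without KO-KO replicate 3. The r of the Trim71 effects ran from 0.340 to 0.513 and that of the Lin28a effects from 0.836 to 0.882.

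Of 878 values of named genes under the other alternatives, 830 kept their direction and side of the threshold, 41 weakened, 2 strengthened and 5 reversed. The reversed ones were the interaction for Trim71 (0.39 in clones 1 and 1-4, 0.0044 in the days with all 4 genotypes), that for Lin28a (-0.00040 in clones E3 and C1), and Zfp42 (0.042 in clones 1 and 1-4, 0.063 after GC correction), none past the threshold. With 1 library left out, 1006 of 1062 values stayed, 50 weakened, 2 strengthened and 4 reversed, all of these the interaction for Trim71, which ran from -0.156 to 0.061. Scaling and pseudocounts changed no call of a named gene or of the let-7 list. The balance of higher and lower calls was not stable: for Lin28a loss with Trim71 intact, 3049 higher and 3302 lower became 3344 and 2988 under 75th percentile scaling. After GC and length correction, higher calls outnumbered lower ones in the 3 contrasts with an excess of lower calls that involve Lin28a loss, and in Trim71 loss with Lin28a intact (587 and 534).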

Other observations

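Chosen after the result had been seen were the tests of the let-7 list without Lin28a, of the pluripotency genes, of fibroblast markers and of the zinc finger cluster; thresholds for each were set when it was written.

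Counts of called genes were larger than those of other splits of the same libraries, with day in each fit. For Trim71 loss with Lin28a intact, 1 of 35 splits, the real one, gave as many genes. For Trim71 loss without Lin28a, both Lin28a contrasts and loss of both, it was 1 of 100 drawn splits in each. Among splits that part as many same-day pairs, the real one had the most genes, as 1 of 8 for Trim71 loss with Lin28a intact and 1 of 16 for the others; the highest other count was 0, against 14 without Lin28a and 4334 for Lin28a loss with Trim71 intact. For the let-7 list, as small a p came from 6 of 35 splits for Trim71 loss with Lin28a intact and 33 of 100 without Lin28a. Among splits that part as many pairs it came from 1 of 8, the real one, and 8 of 16 in these, and from 8 of 16 for Lin28a loss with Trim71 intact, 13 of 16 without Trim71 and 5 of 16 for loss of both. Over all drawn splits it came from 57 of 100 for Lin28a loss with Trim71 intact, 92 of 100 without Trim71, 29 of 100 for loss of both and 64 of 100 for the interaction.

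The let-7 targets had a median transcript GC content of 46.8%, against 50.1% of tested genes, and a median length of 4678 against 3093 bases. With Lin28a intact, the list lost its call for Trim71 loss once the GC and length trends had been removed (adjusted p 0.255), so the trend may account for that call. Without Lin28a the list kept its call (adjusted p 0.00895), which argues against the trend as its cause there, though the call was lost under fry and an estimated correlation. A GC bias of single libraries was examined as a source of the trend itself. The rank correlation with GC content was 0.321, 0.619 and 0.247 in the 3 same-day pairs with Lin28a intact, lowest at 0.247, and from -0.289 to 0.374 in the pairs without Lin28a. Single pairs without Lin28a thus reached the size of 0.247 in either direction and that of 0.321 upward only, while 0.619 was not reached. A GC bias of libraries and a biological difference that follows GC content cannot be told apart with 3 pairs.

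The size of the Lin28a effect is not explained by 1 pair of clones, since the effects of the clone sets correlated at 0.945 across genes, which are not independent replicates. It is not explained by the gain or loss of a chromosome either: the median of no chromosome with at least 50 tested genes departed from that of all genes by more than 0.0613 log2 units. A clonal difference shared by both null clones stays untested.

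A candidate explanation for the lower keratin and other differentiation genes after Lin28a loss is a smaller share of differentiated cells. Members not looked at before were lower in 6 of 7 trophectoderm markers (median -1.10), 10 of 10 primitive endoderm markers (-1.23) and 9 of 11 mesenchyme markers (-1.18), with 1 mesenchyme marker higher past the threshold. The highest adjusted p of the 3 camera tests was 2.45e-06, and fry made the same calls. Members of another list were left out of these. A lower activity of the same genes within each cell would give the same values and was not tested. Fibroblasts mixed into the Lin28a-intact cultures are argued against as the source of the abundant genes Krt8, Krt18, H19, Peg10 and Sparc. The collagens Col1a1 and Col1a2, abundant in fibroblasts by general knowledge, lay at 5.26 and 4.69 in WT-WT, against 10.96 for Krt8, 10.80 for Krt18, 11.22 for H19, 12.54 for Peg10 and 12.60 for Sparc. For weakly expressed genes such as Acta2 (6.45 in WT-WT), a small share of fibroblasts and a change within the cells cannot be told apart, because the collagens were lower too. Of 8 fibroblast markers, 5 were lower past the threshold, and the 2 higher, Fbn1 and Loxl1, were weakly expressed (4.34 and 4.51 in WT-WT). Col1a1, Col1a2, Acta2 and Sparc belong to that list and to another. Whether a larger share of undifferentiated cells is the whole cause of the higher pluripotency genes was not decided. Of 20 genes, 13 lay over 3 standard errors from the list's median of 0.379, 7 above and 6 below it. The values ran from -0.15 to 0.86. A change in cell share need not move each gene equally, because differentiated cells may express some of them, so this spread cannot exclude it.

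Zinc finger genes near Zfp990 were lower after Trim71 loss with Lin28a intact. Zfp990 placed the window because of its value and was left out. Of the 10 other tested Zfp genes within 2 Mb on either side in the GRCm38 annotation, 10 were lower and 8 were called, with a median of -0.65. After GC and length correction the median was -0.43 and 7 were called, which argues against that trend as the whole cause. Reads shared between near-identical genes, Zfp990 among them, would also make the 8 called genes move together, so shared reads and a common regulation cannot be told apart for this cluster. Without Lin28a the median was -0.28 and 4 were called; the interaction for these 10 genes had adjusted p-values from 0.232 to 0.514, so a dependence on Lin28a was not shown. The medians of the clone sets with Lin28a intact were -0.60 in clones 1 and 1-4, from 1 KO-WT library, and -0.71 in clones E3 and C1.

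Lists without a set test gave these counts after Lin28a loss with Trim71 intact. Of 18 imprinted genes, 4 were higher and 12 lower, among them Igf2 (-1.83 ± 0.112 SE, limma adjusted p 4.27e-09), Peg10 (-2.66 ± 0.103, adjusted p 2.7e-11) and, higher, Grb10 (0.92 ± 0.114, adjusted p 1.05e-05); 16 passed adjusted over the list alone. Of 16 microRNA pathway genes, 6 were higher and 1 lower, and 7 passed adjusted over the list alone. Of 2 let-7 host genes tested, 1 was higher, and 1 adjusted over the list alone. Of 5 sex-linked genes, 1 was lower, and 1 adjusted over the list alone; the genes of the Y chromosome lay between 3.37 and 5.60 and Xist between 4.47 and 5.57, against a median of 5.63 over the table. After Trim71 loss with Lin28a intact, the imprinted, microRNA pathway and fibroblast lists had 3, 2 and 1 genes lower and 0 higher, or 5, 3 and 2 called adjusted over the list alone, and the sex-linked and host genes had 0 called, with 0 adjusted over the list alone.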
